# Roles of pigment epithelium-derived factor in exercise-induced suppression of senescence and its impact on lung pathology in mice

**DOI:** 10.18632/aging.205976

**Published:** 2024-06-26

**Authors:** Hiromichi Tsushima, Hirobumi Tada, Azusa Asai, Mikako Hirose, Tohru Hosoyama, Atsushi Watanabe, Taro Murakami, Masataka Sugimoto

**Keywords:** senescence, exercise, PEDF, myokine, COPD

## Abstract

Senescent cells contribute to tissue aging and underlie the pathology of chronic diseases. The benefits of eliminating senescent cells have been demonstrated in several disease models, and the efficacy of senolytic drugs is currently being tested in humans. Exercise training has been shown to reduce cellular senescence in several tissues; however, the mechanisms responsible remain unclear. We found that myocyte-derived factors significantly extended the replicative lifespan of fibroblasts, suggesting that myokines mediate the anti-senescence effects of exercise. A number of proteins within myocyte-derived factors were identified by mass spectrometry. Among these, pigment epithelium-derived factor (PEDF) exerted inhibitory effects on cellular senescence. Eight weeks of voluntary running increased *Pedf* levels in skeletal muscles and suppressed senescence markers in the lungs. The administration of PEDF reduced senescence markers in multiple tissues and attenuated the decline in respiratory function in the pulmonary emphysema mouse model. We also showed that blood levels of PEDF inversely correlated with the severity of COPD in patients. Collectively, these results strongly suggest that PEDF contributes to the beneficial effects of exercise, potentially suppressing cellular senescence and its associated pathologies.

## INTRODUCTION

Mammalian cells undergo irreversible growth arrest, known as cellular senescence, which is induced by various stresses, such as DNA damage, oxidative stress, oncogene activation, and telomere shortening [1]. Cellular senescence involves the activation of tumor suppressors, such as the p19^ARF^-p53-p21 and p16^INK4a^-pRb pathways, which collectively serve as potent mechanisms inhibiting the development of cancer [2]. However, recent studies revealed a more complex and intriguing role for cellular senescence. Senescent cells accumulate in multiple tissues during aging, and this is considered to contribute to both tissue aging and the development of chronic diseases [3–5]. The senescence-associated secretory phenotype (SASP) is crucially involved in the onset of pathological conditions, and studies that employed the semi-genetic or pharmacological ablation of senescent cells demonstrated the potential therapeutic benefits of senolysis [6, 7]. The selective targeting of senescent cells was found to restore or enhance tissue function and prevent diseases, including cancer, cardiovascular disorders, neurodegenerative conditions, and age-related pathologies [8].

Chronic obstructive pulmonary disease (COPD) is a major global health concern and ranks among the leading causes of mortality, according to the World Health Organization Global Health Estimates (https://www.who.int/data/gho/data/themes/mortality-and-global-health-estimates/). Pulmonary emphysema is a major component of COPD, which is characterized by the permanent collapse of alveolar walls. Despite its prevalence and impact, there is currently no cure for this disease. Cellular senescence was shown to be enhanced in the epithelial cells of lung tissue in patients with emphysema [9]. Semi-genetic elimination of senescent cells using ARF-DTR mice, which express the diphtheria toxin receptor under the *Arf* promoter/enhancer, or p16-3MR mice, which express the herpes simplex virus thymidine kinase under the *Ink4a* promoter/enhancer, demonstrated that senescence enhanced pulmonary inflammation, thereby exacerbating their pathologies [10–12]. The senolytic intervention significantly reduced alveolar destruction and restored pulmonary function in these mice. Moreover, ABT-263 (Navitoclax), a BH3 mimetic that inhibits anti-apoptotic B-cell lymphoma (BCL)-2 family member proteins and elicits senolytic activity [13], produced similar outcomes by decreasing senescent cells and mitigating emphysema-associated pathologies in the elastase model [10]. These findings suggest the potential of preventive and therapeutic strategies for emphysema that specifically target senescent cells. Collectively, these studies highlight the detrimental role of cellular senescence and the potential of targeting senescent cells for the prevention and treatment of emphysema.

While there is currently no cure for COPD, aerobic training has been shown to exert positive effects by alleviating dyspnea and increasing exercise tolerance in patients with moderate COPD [14, 15]. However, the mechanisms underlying the beneficial effects of exercise training in COPD remain unclear. In contrast, a systematic review highlighted the potential of chronic physical training to decrease cellular senescence in peripheral T cells in humans or various tissues in rodents [16], which may imply that a reduction in cellular senescence mediates the beneficial effects of aerobic training in patients with COPD. Nevertheless, the specific mechanisms by which exercise training affects cellular senescence in tissues have not yet been elucidated. Exercise can stimulate the secretion of myokines, which is believed to contribute to the protection against several chronic diseases, including dementia and metabolic diseases [17]. Patients with COPD often experience muscle atrophy, which can be a risk factor for mortality [18], suggesting the potential involvement of myokines in their pathologies.

In the present study, we investigated myocyte-secreted factors with the potential to suppress cellular senescence, aiming to explore their protective effects against lung disease. We identified pigment epithelium-derived factor (PEDF) as a potential mediator of the suppression of senescence in response to exercise training. The expression of *Pedf* in skeletal muscle and blood PEDF levels were elevated in mice that underwent 8 weeks of voluntary exercise. PEDF exhibited the capacity to inhibit cellular senescence in cultured fibroblasts, and its administration effectively reduced senescence markers in lung and adipose tissues, mitigating pathologies in an elastase-induced pulmonary emphysema model. Moreover, an analysis of human samples indicated that serum PEDF levels were associated with respiratory parameters in patients with COPD. Therefore, the present results strongly suggest the potential of PEDF as a myokine linking exercise training to the suppression of senescence.

## RESULTS

### Myoblast-derived factor(s) suppressed cellular senescence

To investigate whether myokines play a role in mediating the exercise-induced suppression of cellular senescence, we initially examined the impact of factors derived from myoblasts on the replicative lifespan of cells. We cultured MEFs according to the 3T3 protocol [19]. MEFs were exposed to control media (control med) or C2C12-CM during the culture (1:1 dilution with 10% serum/medium). MEFs exposed to control med ceased their proliferation by passage 5 (Figure 1A). In contrast, when cultured in the presence of C2C12-CM, these cells exhibited a markedly higher rate of proliferation that persisted until passage 7. To clarify whether the senescence program was affected by C2C12-CM, we examined the expression of *Cdkn2a* (*Ink4a* and *Arf*) in these cells. The results obtained showed that the expression of both *Ink4a* and *Arf* was higher in passage 4 (P4) than in passage 2 (P2), (Figure 1B, 1C). However, MEFs exposed to C2C12-CM had lower levels of *Ink4a* and *Arf* than those exposed to control med. Consistently, cells expressed lower levels of p16^INK4a^ (Figure 1D) and a smaller number of cells expressed p19^ARF^ than control cells following exposure to C2C12-CM (Figure 1E, 1F). Additionally, p21 protein level decreased in the presence of C2C12-CM (Figure 1D). We further assessed SA-β-gal in MEFs at P4 and found that a significantly lower number of cells were positive for SA-β-gal in C2C12-exposed MEFs (Figure 1G, 1H). Collectively, these results suggest that factor(s) present in C2C12-CM possess the ability to extend the replicative lifespan of MEFs by suppressing cellular senescence.

**Figure 1:**
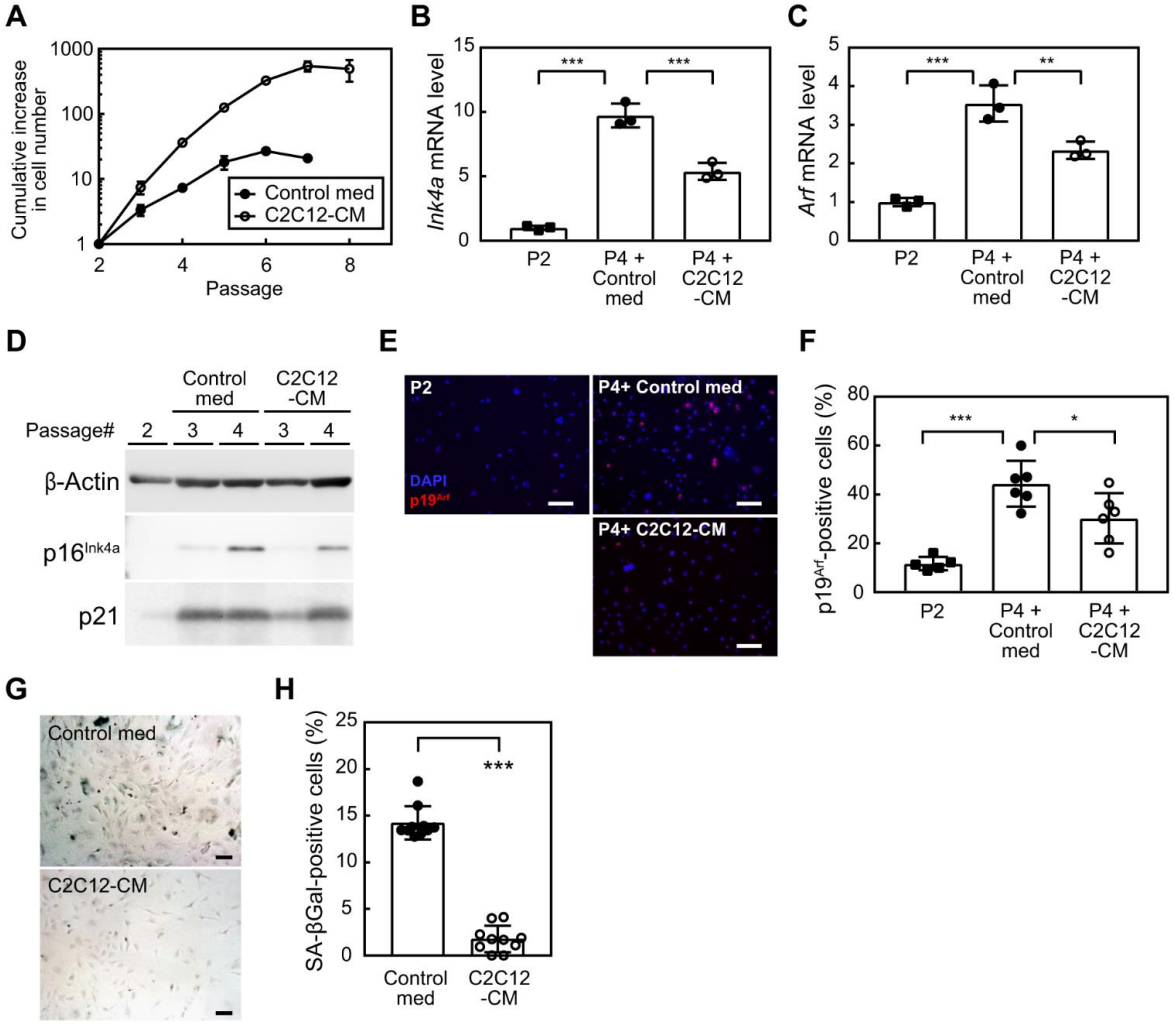
**Myocyte-derived factors suppress cellular senescence.** (**A**) Wild-type MEFs were cultured according to the 3T3 protocol in the presence of a control medium or C2C12-CM (1:1 dilution with DMEM containing 10% serum). Data represent the average value of triplicate samples ± SD. (**B**, **C**) Total RNA was isolated from cells and the expression of *Ink4a* (**B**) or *Arf* (**C**) was analyzed by real-time PCR. Values were normalized to *Gapdh* in each sample. (**D**) The expression of p16^INK4a^ and p21 was analyzed by immunoblotting. β-Actin was used as a loading control. (**E**) An immunofluorescence analysis was performed using the p19^ARF^ antibody. Cells were counterstained with DAPI. Scale bar, 100 μm. (**F**) The number of p19^ARF^-positive cells was counted in (**E**). (**G**) Cells (passage 4) were stained for SA-β-gal. Scale bar, 100 μm. (**H**) The number of SA-β-gal-positive cells was counted in each sample. Scale bar, 100 μm. Values represent means ± SD. Data were analyzed by a one-way ANOVA and Tukey’s post-hoc analysis (**B**, **C**, **F**) or the Student’s *t*-test (**H**). *P <0.05, **P <0.01, and ***P <0.001.

### PEDF mediated the suppressive effect of C2C12-CM on cellular senescence

We attempted to identify the factor(s) within C2C12-CM that are responsible for suppressing cellular senescence. Proteins included in control med and C2C12-CM were separated by SDS-PAGE and visualized using silver staining (Supplementary Figure 1). We found distinct proteins in C2C12-CM in the range of 37-75 kD. These proteins were subsequently analyzed by mass spectrometry to identify the proteins in C2C12-CM. Among 841 proteins detected in C2C12-CM by mass spectrometry (Supplementary Table 1), 62 proteins were annotated as extracellular proteins (Supplementary Table 2). We further filtered candidate factors based on two criteria from the literature: 1) an increased blood concentration in response to exercise and 2) the potential to modify stress signals or cellular senescence. The selection of proteins identified by mass spectrometry based on these criteria resulted in the selection of PEDF (also known as Serpinf1 or Epc-1) as a candidate protein. Previous studies demonstrated that the expression of PEDF was induced during the myotube differentiation of human myoblasts [20] and its concentration increased in response to persistent training or exercise in both humans and mice [21, 22]. Moreover, PEDF has been shown to delay cellular senescence by reducing oxidative stress in human mesenchymal stem cells [23], and its deletion accelerated senescence in the retinal pigment epithelium of mice [24]. In the present study, we observed a significant decrease in *Pedf* expression in both the tibialis anterior (TA) and soleus (SOL) muscles of aged animals (Supplementary Figure 2). Therefore, PEDF was subjected to further analyses in the context of senescence and myokines in C2C12-CM.

To investigate the potential role of PEDF in the suppression of cellular senescence, MEFs at P3 were cultured in the presence of C2C12-CM pre-treated with either a control or neutralizing antibody against PEDF. After 3 days, we observed an increase in the population of MEFs with the control antibody (Figure 2A). The addition of anti-PEDF significantly inhibited cell proliferation. Additionally, anti-PEDF increased the expression of *Cdkn2a* (*Ink4a* and *Arf*) and the encoded proteins, p16^INK4a^ and p19^ARF^ (Figure 2B, 2C).

**Figure 2:**
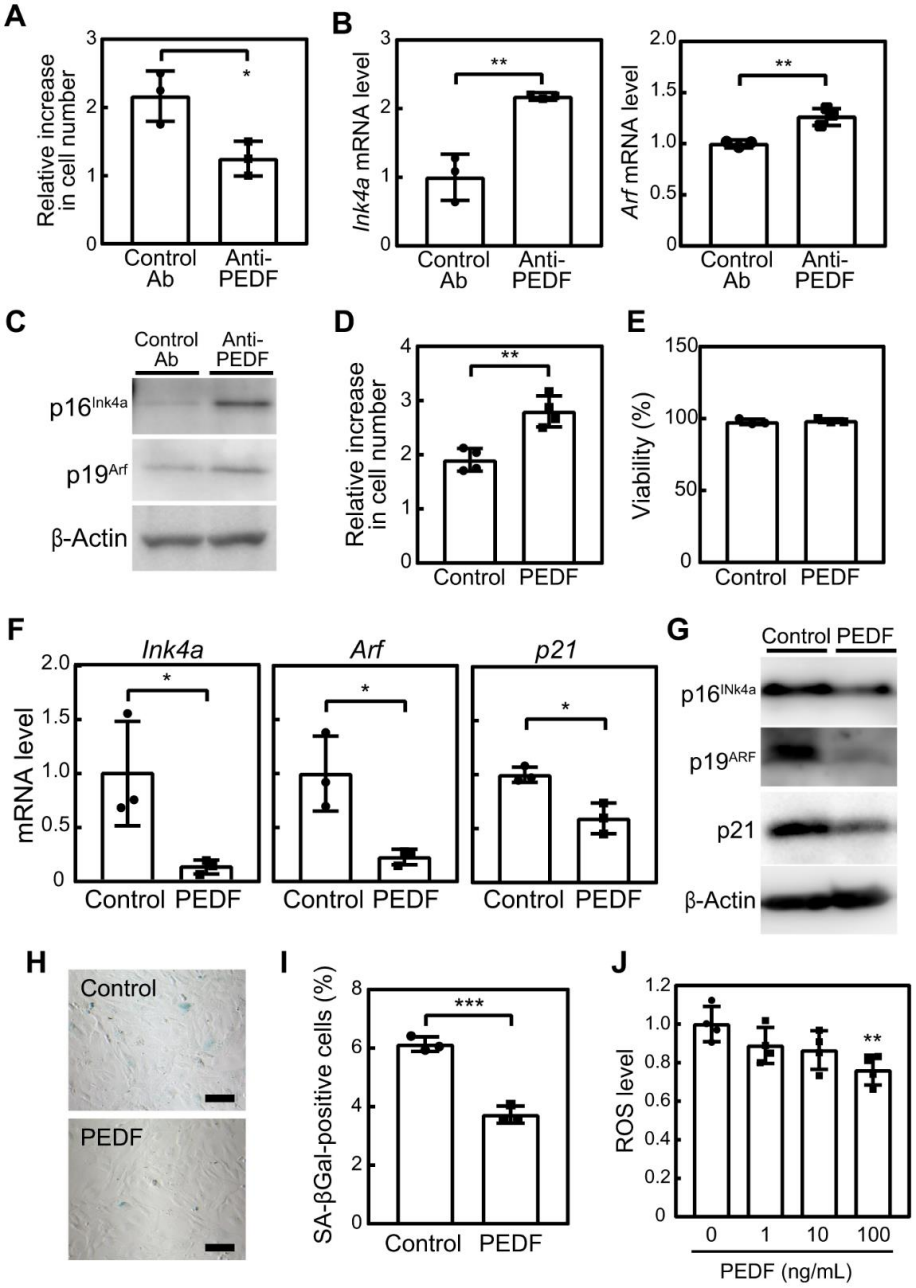
**PEDF mediates the anti-cellular senescence effects of C2C12-CM.** (**A**–**C**) MEFs were cultured in the presence of C2C12-CM treated with a control or PEDF antibody for 3 days. (**A**) Cell numbers were counted and relative changes in cell numbers in 3 days were plotted. (**B**) Total RNA was isolated from MEFs and the expression of *Ink4a* and *Arf* was analyzed by real-time PCR. Values were normalized to *Gapdh* in each sample. (**C**) p16^INK4a^ and p19^ARF^ levels were analyzed by immunoblotting. β-Actin was used as the loading control. (**D**) MEFs were cultured in the presence of a recombinant of PEDF (100 ng/mL) for 3 days. Changes in cell numbers were plotted. (**E**) Cell viability was determined by the trypan blue exclusion assay. (**F**) The expression of *Ink4a*, *Arf*, and *p21* was analyzed by real-time PCR. Values were normalized to *Gapdh* in each sample. (**G**) p16^INK4a^, p19^ARF^, and p21 levels were analyzed by immunoblotting. β-Actin was used as a loading control. (**H**) Cells were stained for SA-β-gal. Scale bar, 100 μm. (**I**) The percentage of SA-β-gal-positive cells was plotted. (**J**) Cells were stimulated with the indicated concentrations of recombinant PEDF for 3 days. Intracellular ROS levels were analyzed in each sample, and relative values were plotted against the average of the control sample. Values represent means ± SD. Data were analyzed by the Student’s *t*-test (**A**, **B**, **D**–**F**, **I**) or a one-way ANOVA and Tukey’s post-hoc analysis (**J**). *P <0.05, **P <0.01, and ***P <0.001.

To further validate the effects of PEDF on cellular senescence, we investigated whether treatment with recombinant PEDF effectively inhibited senescence in MEFs. After 3 days, an increase in cell numbers was observed in PEDF-treated samples without any noticeable change in cell viability (Figure 2D, 2E). PEDF also significantly suppressed the expression of *Ink4a*, *Arf*, and *p21* as well as their corresponding proteins (Figure 2F, 2G) and reduced the number of SA-β-gal-positive cells (Figure 2H, 2I). These results strongly support the crucial role of PEDF in mediating the anti-cellular senescence effect of C2C12-CM.

We then examined PEDF signaling pathways in MEFs. Although the detailed molecular mechanisms mediating the PEDF signal remain unclear, it has been observed to lead to the activation of AKT, ERK, and p38, while down-regulating the Wnt/β-catenin signal [25, 26]. Additionally, PEDF has been reported to bind to and down-regulate the expression of the ATGL protein by promoting its ubiquitin/proteasome-dependent degradation [27]. However, in the present study, the PEDF treatment did not affect the phosphorylation of AKT, ERK, or p38 or the protein level of β-catenin or ATGL in MEFs (Supplementary Figure 3). Apart from its effects on these signaling pathways, PEDF has been shown to reduce oxidative stress, which is considered to contribute to the PEDF-mediated suppression of cellular senescence [23]. In our experiments, we observed a dose-dependent reduction in intracellular ROS levels (Figure 2J), suggesting that PEDF extended the replicative lifespan of MEFs by mitigating oxidative stress.

### Exercise stimulated PEDF expression while concurrently reducing cellular senescence

Due to the potential of PEDF as a myokine and its ability to delay cellular senescence *in vitro*, we were prompted to investigate its effects in a mouse exercise model. Since senescent cells become detectable in lung tissues as early as 6 months old [28], and their elimination has been shown to induce protective effects in lung disease models [10, 11], we conducted an 8-week voluntary wheel running regimen for 6-month-old mice. Control mice were maintained in cages without a running wheel. During this regimen, mice maintained an average daily running distance of more than 2 km without a significant change in their body weights (Supplementary Figure 4A, 4B). The expression of *Pedf* was increased in TA and SOL (Figure 3A), and serum PEDF levels were also elevated in the exercise group (Figure 3B). These results are consistent with previous findings indicating the increased expression of PEDF in human muscle and elevated serum PEDF levels in mice in response to training [21, 22].

**Figure 3:**
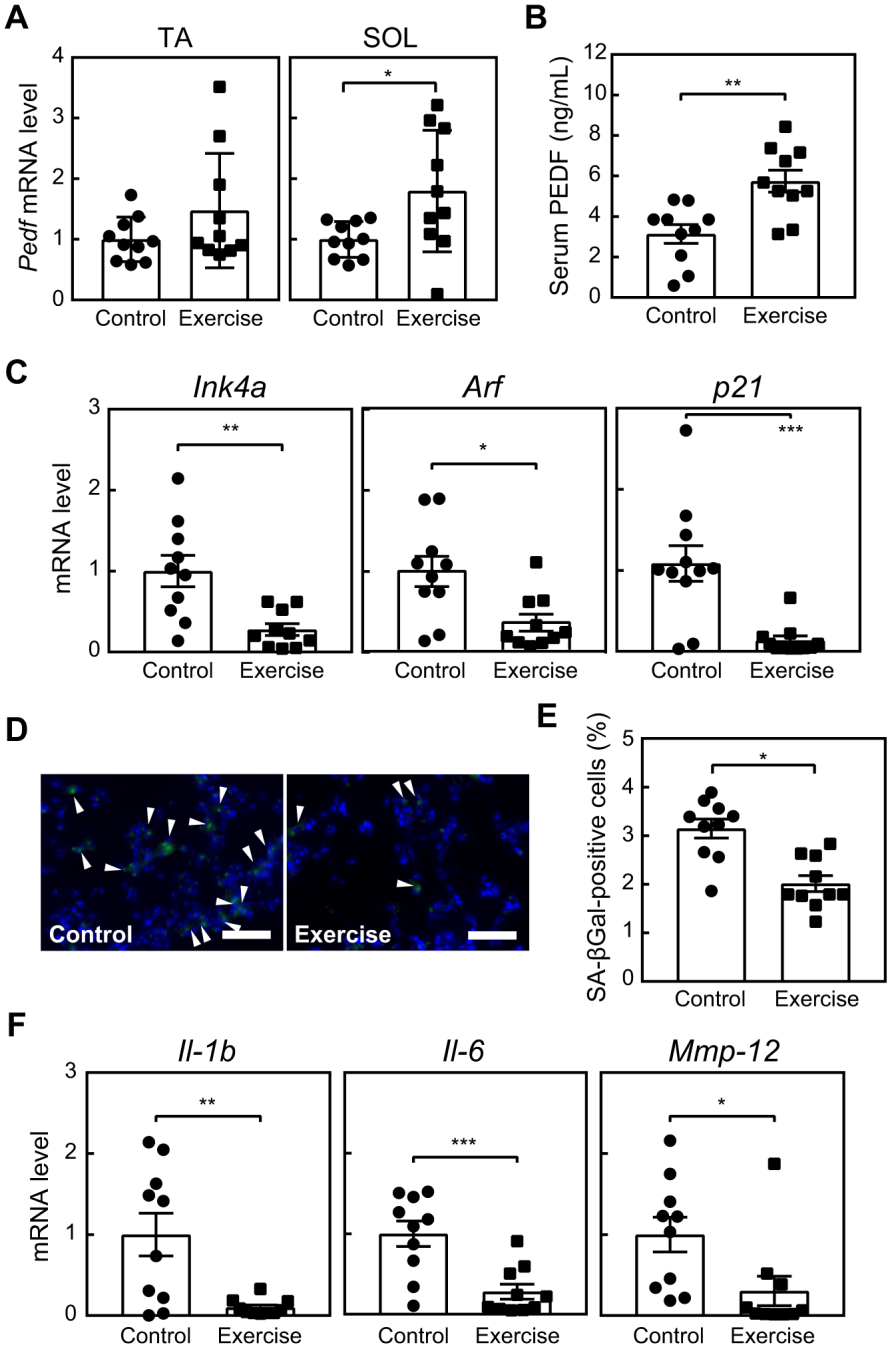
**Voluntary exercise up-regulates PEDF and suppresses cellular senescence.** Six-month-old wild-type mice were subjected to voluntary exercise for 8 weeks. (**A**) Total RNA was isolated from skeletal muscles (TA and SOL) and *Pedf* levels were analyzed by real-time PCR. Values were normalized to 18S rRNA in each sample. (**B**) Serum PEDF levels were analyzed by ELISA. (**C**) The expression of *Ink4a*, *Arf* and *p21* in the lungs was analyzed by real-time PCR. Values were normalized to *Gapdh* in each sample. (**D**) Lung sections were stained for SA-β-gal. Arrowheads indicate SA-β-gal-positive cells. Scale bar, 100 μm. (**E**) The number of SA-β-gal-positive cells was counted in each sample. (**F**) The expression of *Il-1b*, *Il-6*, and *Mmp-12* in lung total RNA was analyzed by real-time PCR. Values were normalized to 18S-rRNA in each sample. Values represent means ± SEM. Data were analyzed by the Student’s *t*-test. *P <0.05, **P <0.01, and ***P <0.001.

Habitual physical activity and long-term exercise training have been shown to diminish the expression of p16^INK4a^ in T lymphocytes among humans, while voluntary exercise has been associated with a reduction in senescence markers, including *Cdkn2a* and SA-β-gal, across various tissues, including the heart, liver, muscles, kidneys, and fat, in mice [16]. We also observed that the expression of senescence markers, including *Ink4a*, *Arf*, *p21*, and SA-β-gal, in lung tissues was lower in the exercise group than in the control group (Figure 3C–3E). Similarly, the expression of SASP-related genes, such as *Interleukin* (*Il)-1b*, *Il-6*, and *Matrix metalloproteinase* (*Mmp*)*-12* [28], in the lungs was significantly decreased in the exercise group (Figure 3F). These results strongly suggest the potential of exercise training to reduce cellular senescence in the lungs. Although a slight change was noted in the cell composition of bronchoalveolar lavage fluid (BALF, Supplementary Figure 4C–4F), we did not observe a difference in pulmonary function between the groups (Supplementary Figure 4G–4I). Therefore, the present results were consistent with our previous findings showing that the genetic elimination of lung senescent cells at this age did not affect lung function [10].

### The administration of PEDF reduced cellular senescence in tissues

We investigated the relationship between elevated PEDF levels and the observed reduction in cellular senescence following exercise training. Mice were administered a recombinant PEDF protein for 4 weeks. Notably, *Ink4a*, *Arf*, and *p21* in lung tissues were decreased in the PEDF-treated group (Figure 4A). We also observed a marked reduction in the number of SA-β-gal-positive cells in lung tissues in the PEDF-treated group (Figure 4B, 4C). We then expanded our analysis to other tissues. *Ink4a*, *Arf*, and *p21* were decreased in adipose tissue in the PEDF-treated group, (Supplementary Figure 5A), and SA-β-gal activity was significantly reduced following the PEDF treatment (Supplementary Figure 5B).

**Figure 4:**
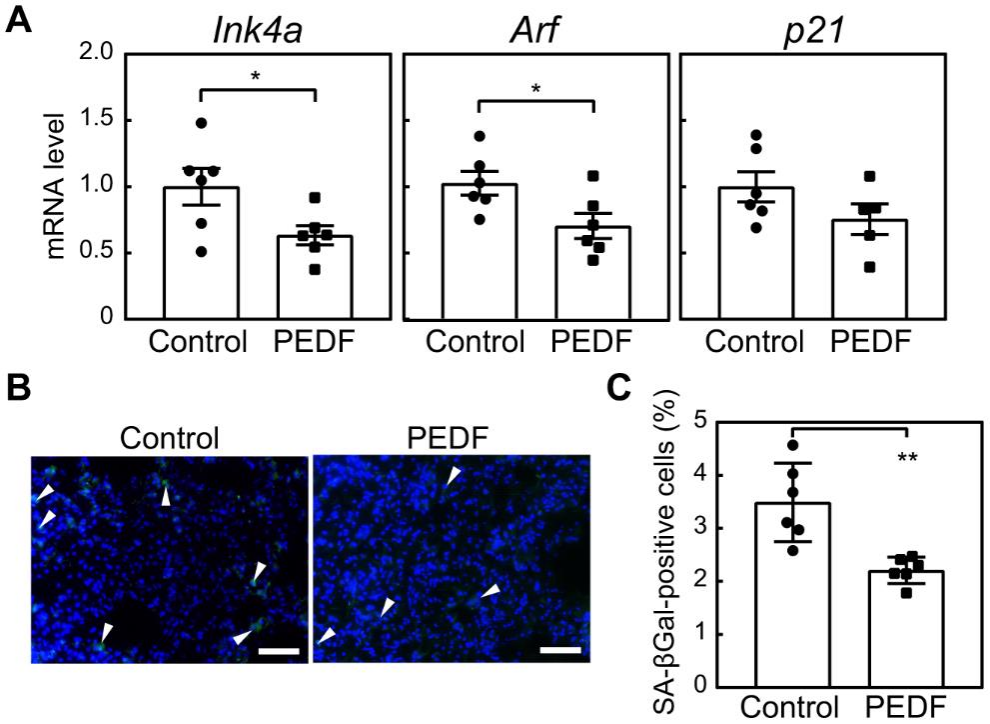
**PEDF suppresses cellular senescence in lung tissues.** A recombinant PEDF protein (10 μg/kg body weight) was intraperitoneally injected twice a week for 4 weeks. (**A**) The expression of *Ink4a*, *Arf*, and *p21* in lung total RNA was analyzed by real-time PCR. Values were normalized to *Gapdh* in each sample. (**B**) Lung tissues were stained for SA-β-gal. Arrowheads indicate SA-β-gal-positive cells. Scale bar, 50 μm. (**C**) The number of SA-β-gal-positive cells was counted in each sample. Values represent means ± SEM. Data were analyzed by the Student’s *t*-test. *P <0.05 and **P <0.01.

To gain further insights into the role of PEDF in suppressing senescence during exercise, we examined the expression of the *Il-1b*, *Il-6*, and *Mmp-12* genes. While the expression of all of these genes in lung tissue decreased in response to exercise (Figure 3F), we specifically noted the significant down-regulation of *Mmp-12* expression in both lung and fat tissues of PEDF-treated animals (Supplementary Figure 6). Collectively, these results strongly suggest the ability of PEDF to reduce cellular senescence in multiple tissues.

### PEDF ameliorated the pathology of emphysema in mice

We previously demonstrated that the semi-genetic or pharmacological elimination of senescent cells in the lungs protected against pulmonary emphysema induced by elastase or cigarette smoking in 6-month-old mice [10, 11]. Based on the ability of PEDF to suppress cellular senescence in lung tissue in mice, we investigated whether it also exerted protective effects in a mouse emphysema model. Mice were pre-administered with a recombinant PEDF protein and were then subjected to an elastase (PPE) treatment in order to induce pulmonary emphysema, as shown in Figure 5A. While PPE does not affect the *Ink4a* and *Arf* levels in the lung tissues [10], senescence markers were decreased in the lung tissues of the PEDF-treated group, indicating that cellular senescence was also diminished following the PEDF treatment in the elastase-induced emphysema model (Figure 5B). A morphometric analysis of inflated lung sections revealed that PPE induced a massive alveolar collapse (compare PBS/PBS and PBS/PPE in Figure 5C, 5D), which was diminished by pre-administration of PEDF, suggesting that PEDF suppressed PPE-induced alveolar collapse. Consistently, a spirometric analysis demonstrated that the PEDF treatment significantly protected against PPE-induced pulmonary dysfunction (Figure 5E–5H). The administration of PEDF did not affect the cell composition of BALF in the PPE-induced emphysema model (Supplementary Figure 7), which was consistent with our previous findings showing that PPE only induced the transient accumulation of inflammatory cells following its installation [10]. Collectively, these results suggest that the PEDF treatment effectively protects against pulmonary emphysema by inhibiting cellular senescence.

**Figure 5:**
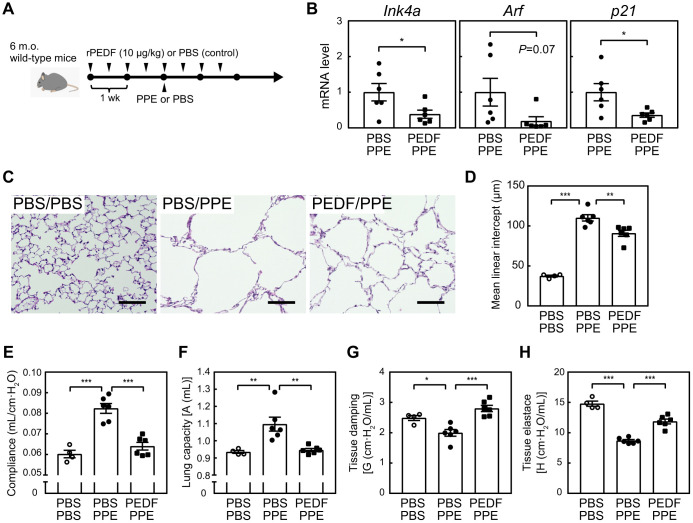
**PEDF protected lung tissues from PPE-induced emphysema.** (**A**) Experimental design. A recombinant PEDF protein was injected intraperitoneally twice a week for 4 weeks. PPE (5 units) was intranasally administered 2 weeks after the first dose of PEDF. Mice were analyzed 3 weeks after the PPE treatment. (**B**) Total RNA was isolated from lung tissues and the expression of *Ink4a*, *Arf*, and *p21* was analyzed by real-time PCR. Values were normalized to *Gapdh* in each sample. (**C**) Representative images of control and PEDF-treated mouse lung sections. Sections were stained with hematoxylin and eosin. Scale bar, 100 μm. (**D**) Alveolar mean linear intercepts were measured. (**E**–**H**) A pulmonary function test was performed. Lung compliance (**E**), capacity (**F**), tissue damping (**G**), and tissue elastance (**H**) are shown. Values represent means ± SEM. Data were analyzed by the Student’s *t*-test (**B**), or a one-way ANOVA and Tukey’s post-hoc analysis (**D**–**H**). *P <0.05, **P <0.01, and ***P <0.001.

To clarify the relevance of PEDF in human pathology, we investigated whether serum PEDF levels correlated with respiratory function in patients diagnosed with COPD (Supplementary Table 3). Serum PEDF levels in 20 patients were measured by ELISA and respiratory function parameters were assessed by the forced expiratory volume in 1 second per forced vital capacity of the lung (FEV1/FVC). A weak correlation was observed between serum PEDF level and respiratory function through linear regression analysis (r=0.48 and *P*=0.03, Supplementary Figure 8), suggesting a potential involvement of PEDF in the pathology of COPD in humans.

### Potential of miR-127 as a mediator of the PEDF-induced inhibition of cellular senescence

The results presented above strongly indicated the potential of PEDF to suppress cellular senescence, thereby mediating the beneficial effects of exercise training in mice. Although we demonstrated that PEDF reduced intracellular ROS levels in MEFs (Figure 2J), the underlying mechanisms remain unclear. Therefore, we attempted to identify factor(s) that potentially mediate the function of PEDF. 

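Mouse embryonic fibroblasts (MEFs) are primary cells that divide a limited number of times in culture before they become senescent. For the RNA sequencing, MEFs were cultured for 24 h with PEDF at 100 ng/mL or without it, and polyadenylated RNA was made into directional libraries that were sequenced from both ends. There were 2 control libraries and 2 PEDF libraries, with 1 of each in experiment 1 and in experiment 2, and the cells of each experiment came from their own set of embryos. The paper gives the cells as passage 3, while the sample labels give passage 2. The authors trimmed the reads, aligned them with HISAT2 and counted the uniquely mapped reads on each gene with featureCounts. The values analyzed were these counts, which were not normalized. The paper's text does not name the genome build, the annotation or the strand setting of the counting. Of the 55487 genes counted, 54907 had the same coordinates as in GENCODE release M21, an annotation of the mouse genome build GRCm38. The control libraries of experiments 1 and 2 held 14722848 and 18144640 counts, and the PEDF libraries held 15361948 and 17787193 counts. Between 22135 and 22647 genes had at least 1 count in a library. No single gene took more than 2.36% of a library. Library sizes were scaled by factors from edgeR's TMM method, which lay between 0.983 and 1.01, and levels are given as CPM (counts in 1000000 counts of the scaled library). PEDF was compared with control by edgeR's quasi-likelihood test, without a term for the experiment, in the 19384 genes with at least 10 counts summed over the 4 libraries, and p-values were adjusted by the Benjamini-Hochberg method. A library with no count of a gene allows up to 3 counts by counting error alone. Such limits cover counting error only, because reads copied by PCR are not independent molecules.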

We performed an RNA sequencing analysis of MEFs (P3) stimulated or not with recombinant PEDF. 

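An unadjusted p under 0.05 together with a log2 fold change above 1 or below -1, limits that every gene in Supplementary Table 4 meets, was reached by 83 genes with a higher count and 108 genes with a lower count in PEDF-treated MEFs than in control MEFs. None of these 191 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and their smallest adjusted p was 0.464. With the experiment as a block in edgeR, which takes the difference between the MEF preparations out of the spread, 199 genes passed both limits, and 19 of them had an adjusted p under 0.05. Without the block and with no filter on low counts, the numbers were 232 and 6. The median count of the 191 genes without the block, summed over the 4 libraries, was 30. Fewer than 50 counts were found for 130 of them, compared with 18.6% of all tested genes. The number of genes depended on the tool. DESeq2, which the paper used, gave 16 genes with a higher count and 24 genes with a lower count among the 26183 genes with at least 1 count. The number moved most when the experiment was added to the DESeq2 model as a block, which left 5 genes with a higher count and 6 genes with a lower count.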

We identified 40 differentially expressed genes, including 16 up-regulated genes and 24 down-regulated genes, between control and PEDF-treated cells (Figure 6A and Supplementary Table 4). Of these genes, miR-127, which was down-regulated by PEDF in MEFs, was previously shown to increase during senescence and promote cellular senescence in mouse and human fibroblasts [29, 30]. 

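The gene that encodes miR-127 is listed as Mir127 (ENSMUSG00000070076) and lies on the plus strand of chromosome 12 from 109592846 to 109592915 in GRCm38. Its hairpin of 70 nucleotides reads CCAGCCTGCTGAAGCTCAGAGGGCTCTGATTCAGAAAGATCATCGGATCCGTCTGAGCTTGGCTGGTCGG, with the miR-127-5p strand at nucleotides 9 to 30 and the miR-127-3p strand at nucleotides 43 to 64. The hairpin lies within Rtl1, a gene of 2 exons on the minus strand from 109589193 to 109600330, so its count is uncertain if reads of the opposite strands were not kept apart. Libraries of polyadenylated RNA hold the long precursor of a microRNA and not its mature strands. The control libraries of experiments 1 and 2 had 6 and 4 counts of Mir127, or 0.407 and 0.224 CPM, and neither PEDF library had a count. Set against the 0.181 CPM that 0 counts allow in the PEDF libraries, the mean of the control libraries gives a level at least 1.75-fold lower with PEDF, or at least 1.24-fold without control replicate 1. This limit does not include the counting error of the 6 and 4 control counts. The unadjusted p was 0.0111 and the adjusted p 0.696 in edgeR's quasi-likelihood test. DESeq2 gave an unadjusted p of 0.0393, or 0.0875 with the experiment as a block, and set no adjusted p for this gene in either fit. The 6 other microRNA genes within Rtl1 together had 11 counts in the control libraries and 12 counts in the PEDF libraries. These sums join genes that moved in opposite directions. Mir433 had 3 and 5 counts in control and 3 and 1 in PEDF libraries, while Mir434 had 0 and 1 against 4 and 2. Mir432 and Mir3071 had no count in any library.
Mir127 belongs to the imprinted Dlk1-Dio3 region, in which several noncoding RNAs are expressed from the maternal chromosome. Of the 11 genes tested within 500 kb of Mir127, none had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Mir127 itself was the 1 gene among them with an unadjusted p under 0.05, and its p was 0.122 when adjusted over the list alone. The noncoding RNA Meg3 (109541001 to 109571726) had 586 ± 102 CPM (SD, n = 2) in control MEFs and 423 ± 99.7 (SD, n = 2) in PEDF-treated MEFs, a log2 fold change of -0.47 (standard error 0.25, adjusted p = 0.781 from the same edgeR test). In both experiments the CPM of Meg3 was lower with PEDF, and with the experiment as a block in edgeR the log2 fold change of Meg3 was -0.48 (standard error 0.04, adjusted p = 8.59e-24). The standard errors and intervals with the block in edgeR come from a spread shared across genes. They do not measure how far the 2 experiments differ for a single gene. Without the block, the log2 fold change of Meg3 lay between -0.73 and -0.25 with each library left out in turn. Rian, which begins after Mir127 at 109603808, had a log2 fold change of -0.07 (standard error 0.08), which became 0.10 with the block when trends with gene length and GC content were also removed from each library. Mirg (from 109729764) had a log2 fold change of -0.10 (standard error 0.13). With the block, the 95% interval of Meg3 (-0.56 to -0.39) did not overlap those of Rian (-0.15 to 0.02) and Mirg (-0.28 to 0.07). Dlk1 (from 109452823), expressed from the paternal chromosome, had a log2 fold change of 0.10 (standard error 0.07), which had an adjusted p of 0.0253 in edgeR only with the block and those trends removed. Rtl1 had a log2 fold change of -0.20 (standard error 0.25). The sign was not constant when single libraries were left out for Rian (-0.17 to 0.03), Mirg (-0.32 to 0.08) and Rtl1 (-0.40 to 0.04). From the lower Mir127 count and from earlier reports that miR-127 rises in senescence and promotes it, the paper selected miR-127 for measurement by real-time PCR, and it proposes that miR-127 has a role in the regulation of senescence by PEDF.

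**Figure D1:**
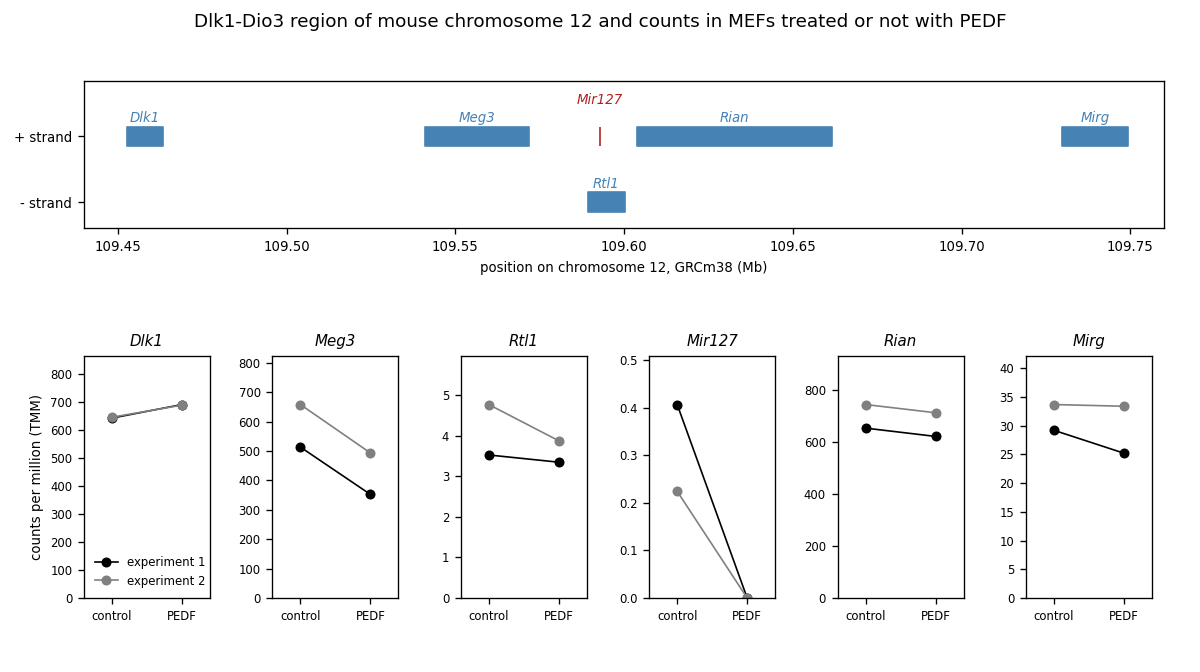
The upper panel maps 6 genes of the Dlk1-Dio3 region on chromosome 12 (position in Mb, GRCm38) by strand, with Mir127 in red inside Rtl1. The lower panels plot their CPM (scaled by TMM, linear axes from 0) in each control and PEDF library, with a line joining the libraries of an experiment. Mir127 goes from 0.407 and 0.224 to no count, Meg3 is lower with PEDF in both experiments, and Rian and Mirg differ more between the experiments than between the conditions.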

The PEDF-mediated down-regulation of miR-127 in MEFs was further confirmed by real-time PCR (Figure 6B). miR-127 directly targets *BCL-6*, and its down-regulation has been shown to contribute to the induction of senescence by miR-127 [31]. Therefore, we examined BCL-6 expression levels in MEFs. BCL-6 protein expression levels were higher in PEDF-treated MEFs than in control cells (Figure 6C), suggesting a role for the miR-127-BCL-6 axis in the regulation of senescence by PEDF.

**Figure 6:**
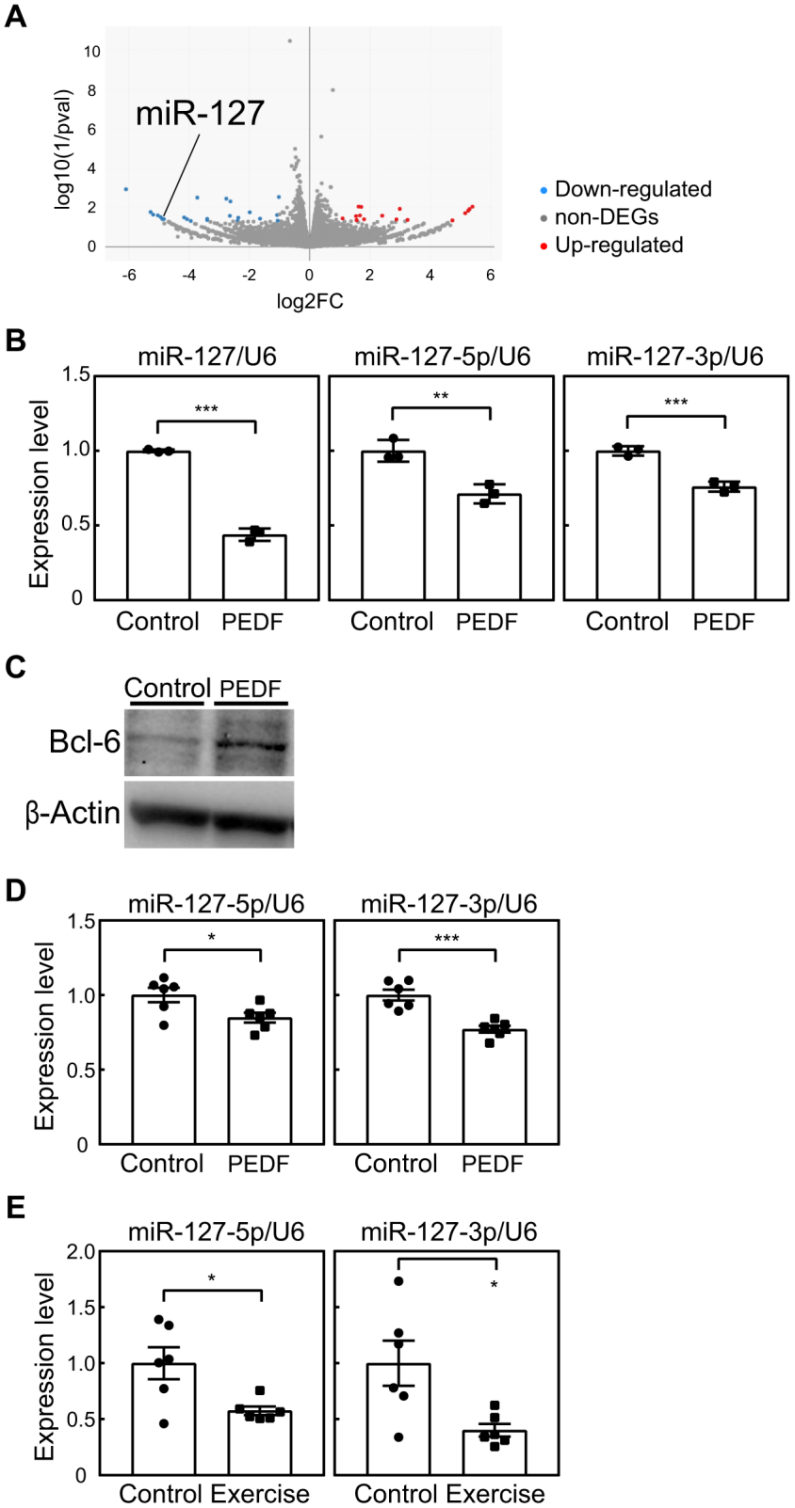
**Involvement of miR-127 in PEDF signaling.** (**A**) An RNA sequencing analysis was performed on MEFs stimulated with a recombinant PEDF protein. A volcano plot of RNA sequencing data is shown. A full list of RNA sequencing data is available in the Gene Expression Omnibus database (accession number; GSE241459). (**B**) The expression of miR-127 (-loop, -5p, and -3p) in MEFs was analyzed by real-time PCR. Values were normalized to U6 snRNA in each sample. (**C**) The expression of BCL-6 in MEFs was analyzed by immunoblotting. β-Actin was used as a loading control. (**D**, **E**) miR-127 levels in the lungs of mice subjected to the PEDF treatment (**D**, Figure 4) or voluntary wheel running (**E**, Figure 3) were analyzed by real-time PCR. miR-127 levels were normalized to U6 snRNA in each sample. Values represent means ± SD (**B**) or means ± SEM (**D**, **E**). Data were analyzed by the Student’s *t*-test. *P <0.05, **P <0.01, and ***P <0.001.

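An unadjusted p under 0.05 was given to 1334 of the genes tested (6.88%) in edgeR's quasi-likelihood test and to 383 (1.46%) in DESeq2, the tool named in the paper's methods. In the edgeR test, 1 gene had an adjusted p under 0.05. This gene was Malat1 (ENSMUSG00000092341), a long noncoding RNA of the nucleus encoded on the minus strand of chromosome 19 from 5795690 to 5802672. Malat1 had 341 ± 29.3 CPM (SD, n = 2) in control MEFs and 217 ± 22.1 (SD, n = 2) in PEDF-treated MEFs, a log2 fold change of -0.65 (standard error 0.08, adjusted p = 0.0167). With each library left out in turn, the log2 fold change stayed between -0.76 and -0.55. Its adjusted p was 0.0542 in edgeR when genes with low counts were removed with filterByExpr and 0.786 in limma on log2(TPM + 1). Libraries with no gene changed were simulated 20 times after the results were seen. In these, edgeR without a block gave a mean of 6.8 genes (1 to 19) with an adjusted p under 0.05. The number of calls observed therefore does not exceed what chance gave there. The same edgeR test between the experiments, in place of the treatments, gave 11 genes with an adjusted p under 0.05. With the experiment as a block, which compares PEDF with control MEFs of the same preparation, edgeR gave 726 genes with an adjusted p under 0.05, of which 324 were higher and 402 lower with PEDF. For the genes named here, the spread used with the block was shared across genes, and each gene has only 2 pairs of its own. Most of the 726 changes were small. The median size of their log2 fold changes was 0.25. The direction followed gene length. Among genes with a mean log2 CPM above 3, the block gave 229 genes whose exons covered over 8000 bp, of which 221 were lower with PEDF, and 93 genes of 1000 to 2000 bp, of which 88 were higher. After trends with length and GC content had been removed from each library, 427 genes had an adjusted p under 0.05, and 323 of them were among the 726.
The 40 genes of Supplementary Table 4 all had the direction listed there, and 37 of them had an unadjusted p under 0.05 in edgeR. None had an adjusted p under 0.05 over all genes tested, while 36 had one adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. With the experiment as a block, 16 of them had an adjusted p under 0.05 over all genes in edgeR, and 6 did without the block when no filter on low counts was used. Their counts summed over the 4 libraries ranged from 10 to 614 with a median of 32.5, and 20 of the 40 genes were protein coding. In 23 genes, both libraries of a condition held 3 counts or fewer. The largest falls by fitted fold change were those of Gm44200, with 8 and 17 counts in control and none in PEDF libraries (at least 4.14-fold lower), 1700008B11Rik, with 1 and 13 counts against none (at least 2.20-fold lower), and the transcription factor gene T, with 11 and 2 counts against none (at least 2.37-fold lower). The largest rises were those of Ifi27l2b, with 7 and 9 counts in PEDF libraries and none in control libraries (at least 2.57-fold higher), Krtdap, with 6 and 9 counts (at least 2.40-fold higher), and Gm18335, with 10 and 4 counts (at least 2.34-fold higher). The falls of 1700008B11Rik and T rest on 1 control library each, since no fold can be given for 1700008B11Rik without control replicate 2 or for T without control replicate 1. The rise of Gm18335 rests mainly on PEDF replicate 1, without which it was at least 1.21-fold. Set against 3 counts in the low condition, the order differs. Gm44662 was 6.42-fold lower with PEDF, while Gm4544 and Zbp1 were 5.38-fold and 5.27-fold higher. These 3 values are not lower bounds, because counts were found in the low condition and counting error then allows more than 3. Gm44662 had 0 and 3 counts in PEDF libraries, and Gm4544 had 3 and 1 and Zbp1 3 and 3 in control libraries.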

We subsequently examined miR-127 levels in the lung tissues of PEDF-treated animals. A slight decrease was observed in miR-127 levels in PEDF-treated animals, which indicated that PEDF exhibited the ability to down-regulate miR-127 *in vivo* (Figure 6D). Notably, miR-127 levels were significantly reduced in the lungs of mice subjected to voluntary exercise for 8 weeks (Figure 6E). Collectively, these results strongly suggest that PEDF is intricately linked to the anti-senescence effects of exercise through its suppression of miR-127.

## DISCUSSION

Regular physical activity plays a crucial role in promoting healthy aging and is beneficial in the management of chronic diseases, such as COPD [32, 33]. Conversely, physical inactivity contributes to the development of chronic diseases [34]. However, the specific mechanisms that mediate the effects of exercise remain unclear. Habitual physical activity has been associated with lower levels of p16^INK4a^ in the immune cells of healthy humans [35–37]. Similarly, the expression of senescence markers was reduced in the heart, vessels, endothelium, and adipose tissues of animals undergoing prolonged voluntary exercise [38–41]. Recent advances in the field of cellular senescence, particularly studies using senolysis models, have provided compelling evidence for the involvement of senescence in the pathologies of many chronic diseases [6]. Therefore, anti-senescence effects may mediate the beneficial outcomes of exercise.

We herein focused on myokines, particularly those up-regulated in response to exercise, as potential mediators of the anti-senescence effects of exercise. Several factors have been identified as myokines, with some demonstrating exerkine properties that benefit the cardiovascular, metabolic, immune, and neurological systems [42]. Among these, irisin has been shown to suppress cellular senescence [43, 44], and its blood concentration has been associated with physical activity [45]. In addition, irisin levels inversely correlated with the severity of COPD in patients [46], and were increased by exercise training in both humans and animal models [45, 47]. However, irisin was not detected in C2C12-CM, which has the potential to extend the replicative lifespan of MEFs (Figure 1), indicating that irisin is unlikely to mediate the anti-senescence effects of C2C12 cells. We identified PEDF as a potential suppressor of cellular senescence that is included in C2C12-CM. The inactivation of PEDF increased senescence markers, and its administration was sufficient to reduce senescence in MEFs (Figure 2), suggesting that PEDF mediates the anti-senescence effects of C2C12-CM.

The increase in blood PEDF has been demonstrated in the aerobic training model [22]. *Pedf* expression is enhanced in muscles following the training, which could contribute to the changes in systemic PEDF levels. While we cannot exclude the possibility of PEDF production in other tissues or the contribution of other myokines/exerkines to the suppression of cellular senescence during exercise, the administration of PEDF to mice also reduced senescence markers in the lung and fat. However, the effect of PEDF administration on SASP expression is limited (Supplementary Figure 6) compared to that of the exercise training (Figure 3F). These findings suggest that PEDF may not be the sole factor responsible for mediating senescence suppression by exercise. Other factors may collaborate with PEDF to elicit the beneficial effect of exercise training. While we used female mice in this study due to their increased susceptibility to COPD [48], our previous analysis revealed that senescent cell elimination elicits protective effects against COPD-associated pathology [10]. However, it should be carefully determined whether the production and function of PEDF vary between genders.

Although PEDF did not affect previously defined signals in MEFs, it decreased intracellular ROS levels (Figure 2), as was previously observed in human mesenchymal stem cells [23]. The specific signaling pathways connecting PEDF to ROS or the suppression of senescence remain unclear. However, our RNA sequencing analysis showed that miR-127 was down-regulated in both cultured cells and lung tissues after the administration of PEDF or voluntary exercise (Figure 6). A previous study revealed that miR-127 levels were increased in senescent fibroblasts [30]. Conversely, the ectopic expression of miR-127 has been shown to induce senescence [29, 31]. One of the targets of miR-127 is *Bcl-6* [31]. BCL-6 has been shown to prevent the increase in intracellular ROS levels induced by genotoxic agents [49], which may explain the observed reduction in ROS levels in MEFs (Figure 2J). Furthermore, the overexpression of BCL-6 has been shown to suppress cellular senescence in mouse fibroblasts [50]. A PEDF stimulation increased BCL-6 levels in MEFs, indicating a potential role for the miR-127/BCL-6 pathway in the PEDF signal. However, BCL-6 protein levels were below the detection limit in the lung tissues of mice, and other miR-127 targets or PEDF signaling pathways may also contribute to the outcome of PEDF administration or exercise training. Further studies are required to define the PEDF signal that suppresses cellular senescence.

Cellular senescence was previously shown to be accelerated in the lung tissues of patients with COPD [9]. Furthermore, the conditional ablation of senescent cells attenuated emphysema-associated pathologies in mouse models [10, 28]. The present results indicate that PEDF restored pulmonary function in an emphysema model while concurrently decreasing the number of senescent cells. This supports the hypothesis that PEDF may mediate the positive effects of exercise by suppressing senescence. Physical activity is the most significant prognostic factor for patients with COPD, and exercise therapy is commonly used to decelerate progression in these patients [33]. The severity of COPD is frequently associated with sarcopenia [51], suggesting the involvement of myokines in the pathology. Exercise training, which may restore muscle mass, could therefore be an effective approach to maintaining pulmonary function in COPD. Indeed, we discovered a weak, but important correlation between blood PEDF levels and respiratory function in COPD patients, indicating the involvement of PEDF in the pathology of COPD in humans. Additionally, blood PEDF levels in humans were much higher than those observed in mice (Supplementary Figure 8), possibly due to the disparity in muscle mass amount between the two species, which could facilitate the detection of blood PEDF in humans. Therefore, blood PEDF levels may be utilized to predict the severity or risk of emphysema.

Possible links between PEDF and neurological diseases, such as dementia and age-related macular degeneration (AMD), have been reported [52–54]. Cellular senescence has been implicated in these diseases [55, 56]. Additionally, physical activity has been associated with a decreased risk of dementia and AMD [57, 58]. These findings suggest the involvement of PEDF in suppressing cellular senescence, which may be linked to these neurological disorders. Furthermore, we observed the significant down-regulation of *Pedf* expression in the skeletal muscle of aged animals (Supplementary Figure 2). Since cellular senescence is known to contribute to frailty in aged animals [59], the decrease in PEDF levels associated with aging may contribute to senescence-induced frailty. PEDF is expressed in a wide variety of tissues, as reported in the Gene Expression Omnibus database. Future studies are needed to investigate whether PEDF levels change in other tissues during aging as well as the mechanisms by which PEDF in other tissues may affect aging and disease phenotypes.

While senolysis is promising based on its efficacy in animal models, its application to humans requires caution due to its potential adverse effects. Exercise therapy may be a safer approach to providing senolytic or seno-suppressive treatment [16]. However, some studies reported contradictory increases in senescence markers with forced exercise in animals [60, 61], suggesting that the impact of exercise on cellular senescence is affected by the type and intensity of exercise. Based on the present results, PEDF represents an alternative to controlling cellular senescence. However, the physiological activity of PEDF remains unclear. Further investigations are warranted to clarify the specific mechanisms and pathways through which PEDF may contribute to aging and disease phenotypes, offering valuable insights for potential therapeutic interventions.

## MATERIALS AND METHODS

### Animals

Six-month-old female C57BL/6J mice were purchased from Japan SLC Inc. and maintained under specific pathogen-free conditions with a 12-h light/dark cycle, constant temperature, and *ad libitum* access to food (CRF-1, Oriental Yeast Co., Ltd.) and drinking water. As the exercise model, mice were independently housed in a cage with a 15-cm running wheel with a rotation sensor (ML-321, Marukan Co., Ltd.).

Regarding the administration of PEDF, a recombinant PEDF protein (PKSM040786, Elabscience Biotechnology Inc.) diluted with phosphate-buffered saline (PBS) was intraperitoneally injected at a dose of 10 μg/kg body weight twice a week for 4 weeks.

The pulmonary emphysema model was prepared as previously described [62]. Five units of porcine pancreatic elastase (PPE) (EC134, Elastin Products Company, Inc.) in 100 μl PBS was intranasally administered using a standard pipette tip.

### Cell culture

Mouse embryonic fibroblasts (MEFs) were prepared from C57BL/6J embryos (embryonic day 13.5). MEFs were maintained in Dulbecco’s Modified Eagle Medium (DMEM, 045-30285, Fujifilm Corp.) supplemented with 10% fetal bovine serum (FBS), non-essential amino acids (11140050, Thermo Fisher Scientific Inc.), 10 μg/mL gentamicin (15710064, Thermo Fisher Scientific Inc.), and 55 μM 2-mercaptoethanol. MEFs were cultured in atmospheric O_2_ (20%) and 5% CO_2_ according to the 3T3 protocol [19]. Cell viability was evaluated by the trypan blue exclusion test.

C2C12 cells were maintained in DMEM supplemented with 10% FBS and gentamicin. To induce terminal differentiation, cells were cultivated in DMEM supplemented with 2% horse serum and Insulin-Transferrin-Selenium (41400045, Thermo Fisher Scientific Inc.) for 2 days. Conditioned media were then collected from differentiated C2C12 cells, filtered, aliquoted, and stored at -80°C until used. Conditioned media were diluted with an equal volume of MEF medium for use on MEFs. To neutralize PEDF, the conditioned media were incubated with anti-PEDF (5 μg/mL, PAB972Mu02, Cloud-Clone Corp.) at room temperature for 1 hour before use.

### Mass spectrometry

Proteins in control media and conditioned media prepared from differentiated C2C12 myoblasts (C2C12-CM) (200 μL) were analyzed by mass spectrometry. Albumin was removed using the ProMax Albumin Removal kit (24351, Polysciences Inc.). Samples were reduced with 20 mM Tris (2-carboxyethyl) phosphine at 80°C for 10 minutes, followed by alkylation with 30 mM iodoacetamide at room temperature for 30 minutes. Proteins were digested with 500 ng Trypsin/Lys-C Mix (V5071, Promega Corp.) at 37°C overnight.

Extracted peptides were then separated via nanoLC (Ultimate 3000 RSLCnano LC system, Thermo Fisher Scientific Inc.), and the LC eluent was coupled to an electrospray-ionization source attached to the Q Exactive HF-X mass spectrometer (Thermo Fisher Scientific Inc.). MS/MS spectra were analyzed using Scaffold DIA (Proteome Software, Inc.). Significance thresholds were selected based on the peptide false discovery rate (FDR) and protein FDR, and data were considered to be significant when each showed a value less than 0.01.

### Real-time PCR

Tissue samples were collected after the pulmonary function tests (described below), snap-frozen, and stored at -80°C until used. TA and SOL were collected from the hind limb, and the right lung lobes were used for the RNA analysis. Total RNA was extracted using TRI Reagent® (TR118, Molecular Research Center, Inc.) according to the manufacturer’s instructions. RNA was reverse-transcribed using the PrimeScript RT Reagent Kit with gDNA Eraser (RR047A, Takara Bio Inc.). Real-time PCR was performed on a CFX Connect Real Time System (Bio-Rad Laboratories, Inc.) using the following primers: *Arf*, 5’-GCCGCACCGGAATCCT-3’ (sense) and 5’-TTGAGCAGAAGAGCTGCTACGT-3’ (antisense); *Gapdh*, 5’-AATGGTGAAGGTCGGTGTG-3’ (sense) and 5’-GAAGATGGTGATGGG CTTCC-3’ (antisense); *Il-1b*, 5’-GAATGCCACCTTTTGACAGTG-3’ (sense) and 5’-CTGGATGC TCTCATCAGGACA-3’ (antisense); *Il-6*, 5’-TAGTCCTTCCTACCCCAATTTCC-3’ (sense) and 5’-TTGGTCCTTAGCCACTCCTTC-3’ (antisense); *Ink4a*, 5’-CCCAACGCCCCGAACT-3’ (sense) and 5’-GCAGAAGAGCTGCTACGTGAA-3’ (antisense); *p21,* 5’-CGAGAACGGTGGAACTTTGAC-3’ (sense) and 5’-CAGGGCTCAGGTAGACCTTG-3’ (antisense); *Mmp-12*, 5’-CTGCTCCCATGAATGAC AGTG-3’ (sense) and 5’-AGTTGCTTCTAGCCCAAAGAAC-3’ (antisense); *Pedf*, 5’-CCAACTTC GGCTACGATCTGT-3’ (sense) and 5’-TCTGTTCGATGTTCAGCTCCC-3’ (antisense); 18S rRNA, 5’-AGTCCCTGCCCTTTGTACACA-3’ (sense) and 5’-GATCCGAGGGCCTCACTAAAC-3’ (antisense).

MicroRNA was analyzed using the Mir-X™ miRNA qRT-PCR TB Green® Kit (Z8314N, Takara Bio Inc.). The following primers were used to detect miR-127: miR-127 loop, 5’-GGCTCTGATTCAGAAAGATC-3’; miR-127-5p, 5’-CTGAAGCTCAGAGGGCTCTGAT-3’; miR-127-3p. 5’-TCGGATCCGTCTGAGCTTGGCT-3’.

### RNA sequencing

Total RNA was extracted from MEFs cultured in the presence or absence of 100 ng/mL of PEDF for 24 hours using NucleoSpin RNA (740955, MACHEREY-NAGEL Inc.) according to the manufacturer’s instructions. The quality of RNA was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.). mRNA was isolated from total RNA using the NEBNext® Poly(A) mRNA Magnetic Isolation Module (E7490, New England Biolabs, Inc.). Libraries were generated using the NEBNext® Ultra™II Directional RNA Library Prep Kit (E7760, New England Biolabs, Inc.) and sequenced on Illumina NovaSeq 6000 (Illumina, Inc.) at Rhelixa, Inc. Raw paired-end sequence reads were evaluated for quality using FastQC (Version 0.11.7; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) [63]. Trimmomatic software (Version 0.38) was employed to trim low-quality bases (<20) and remove adapter sequences [64]. The specific parameters used for this process were as follows: ILLUMINACLIP: path/to/adapter.fa:2:30:10, LEADING:20, TRAILING:20, SLIDINGWINDOW:4:15, MINLEN:36. Processed reads underwent alignment to the reference genome using the RNA-seq aligner HISAT2 (Version 2.1.0) [65]. The resulting .sam files from HISAT2 were then converted to the .bam format using Samtools (Version 1.9). The featureCounts tool (Version 1.6.3) was then applied to .bam files in order to estimate the abundance of uniquely mapped reads [66]. 

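The relative log normalization of DESeq2 divides each library by a size factor, the median over genes of its ratio to the geometric mean of all libraries. These factors were 0.899 and 1.09 for the control libraries of experiments 1 and 2 and 0.948 and 1.09 for the PEDF libraries. DESeq2 version 1.42.0, run on the deposited counts with the treatment as the only term, gave log2 fold changes that differed from those printed in Supplementary Table 4 by at most 4.97e-06 over its 40 genes, and the genes past both limits were those 40. DESeq2 set no adjusted p for any of them, because its filter on low mean counts left them out of the adjustment. Among the genes it kept, 9 had an adjusted p under 0.05, with 2 higher and 7 lower in PEDF-treated MEFs. With the experiment as a block in DESeq2, 111 genes had an adjusted p under 0.05, with 30 higher and 81 lower.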

Raw read counts underwent normalization using relative log normalization, and a differential expression analysis was performed using DESeq2 (Version 1.24.0) [67]. Full data are available from the Gene Expression Omnibus database of the National Center for Biotechnology Information (accession number: GSE241459).

### Immunoblotting

Lysates were prepared using a buffer containing 10 mM Na-phosphate (pH 7.2), 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Na-deoxycholate, and 1% NP-40 and protease inhibitors. Lysates were separated by SDS-PAGE and transferred to PVDF membranes (Merck KGaA). Proteins were detected with antibodies to p19^ARF^, p21, BCL-6, phospho-ERK1/2 (sc-32748, sc-6246, sc-7388, and sc-136521; all from Santa Cruz Biotechnology, Inc.), β-Actin, β-catenin, phospho-Akt (ser473), phospho-p38 (#12620, #9562, #4060, and #9211; all from Cell Signaling Technology, Inc.), adipose triglyceride lipase (ATGL) (55190-1-AP, Proteintech, Inc.), and p16^INK4a^ [68]. Antibodies were diluted to 1:200 (BCL-6), 1:500 (p16^INK4a^, p19^ARF^, p21, phospho-Akt (ser473), phospho-ERK1/2, and ATGL), 1:1000 (β-catenin, phospho-p38), or 1:2000 (β-Actin) with a blocking buffer containing 5% skim milk, 0.1% Tween 20 in Tris-buffered saline (pH 7.5, TBS), or a blocking buffer containing 4% bovine serum albumin, and 0.1% Tween 20 in TBS for phospho-Akt, phospho-ERK1/2, and phospho-p38 antibodies.

### Morphometry

The lungs were inflated by injecting Mildform®20N (Fujifilm Corp.) and fixed for 10 minutes at constant pressure (25 cmH_2_O) [62]. Paraffin-embedded tissues were sectioned (thickness of 5 μm) and stained with hematoxylin and eosin. At least eight randomly selected fields per mouse were photographed. Test lines were randomly drawn on the images, and intercepts with the tissue structure were counted for each line. Airway and vascular structures were eliminated from the analysis.

### Immunofluorescence

MEFs were seeded onto coverslips and fixed with 4% paraformaldehyde for 20 minutes. Cells were permeabilized in 0.5% Triton X-100 and immunostained using p19^ARF^ (1:200 dilution, sc-32748, Santa Cruz Biotechnology, Inc.). The sites of antibody binding were visualized using Cy3-conjugated anti-rat IgG (1:200 dilution, 712-165-153, Jackson ImmunoResearch Inc.) and mounted using DAPI Fluoromount-G® (0100-20, Southern Biotechnology Associates Inc.). Fluorescence images were acquired using a fluorescence microscope (BX-X710, Keyence Corp.).

### Senescence-associated β-galactosidase (SA-β-gal) staining

Frozen 10-μm-thick lung sections were fixed with 4% paraformaldehyde for 20 minutes and stained using the Cellular Senescence Detection Kit-SPiDER-bGal (SG03, Dojindo Molecular Technologies, Inc.). Sections were mounted using DAPI Fluoromount-G®.

Adipose tissue (1-cm squares) and MEFs were stained using an SA-β-gal staining Kit (#9860, Cell Signaling Technology, Inc.). In adipose tissue staining, images in the RGB format were analyzed using ImageJ. The blue-green signal intensity per tissue area was quantified in each sample.

### ROS assay

MEFs were seeded on a 96-well plate (10,000 cells/well) and treated with PEDF for 24 hours. Intracellular ROS levels were analyzed using a ROS Assay Kit - Highly Sensitive DCFH-DA- (R252, Dojindo Molecular Technologies, Inc.) according to the manufacturer’s instructions. Fluorescence intensity was measured by a microplate reader (the VICTOR Nivo Multimode Microplate Reader, PerkinElmer Inc.).

### Pulmonary function tests

Pulmonary function tests were performed using a flexiVent system (Emka Technologies, Inc.) as previously reported [28]. Mice were euthanized by an intraperitoneal injection of pentobarbital sodium (100 mg/kg body weight) and connected to the flexiVent system. They were ventilated at a respiratory rate of 159 breaths per minute with a tidal volume of 10 mL/kg against a positive end-expiratory pressure of 3 cmH_2_O. Deep inflation, Snapshot-150, Quickprime-3, and a pressure-volume loop with a constantly increasing pressure were consecutively performed 3 times in each mouse.

### Analysis of bronchoalveolar lavage fluid (BALF) cells

BALF cells were analyzed as previously reported [10]. In brief, BALF cells were prepared with 1 mL of PBS containing 5 mM EDTA, and cells were collected from BALF by mild centrifugation. Collected cells were attached to glass slides using StatSpin Cytofuge (Beckman Coulter, Inc.) and subjected to modified Giemsa staining with a Diff-Quick stain kit (Sysmex Corp.).

### Enzyme-linked immunosorbent assay

Mouse blood samples were collected from the abdominal vena cava prior to conducting pulmonary function tests using a 24G needle (a minimum of 0.3 mL blood sample was obtained from each mouse). Samples were analyzed using a Mouse PEDF, PEDF ELISA Kit (CSB-E08820m, Cusabio Technology, LLC). Human sera (information including age, sex, and pathology are listed in Supplementary Table 3) were purchased from ProteoGenex Inc. and PEDF levels were analyzed using a Human PEDF ELISA kit (RD191114200R, BioVender R&D).

### Statistical analysis

A two-tailed unpaired Student’s *t*-test was used to compare two sets of experimental data. A one-way ANOVA was performed to compare more than two sets of data. When the statistical model was proven to be significant, differences between combinations of the two groups were analyzed using the Tukey-Kramer test. Data were analyzed by GraphPad Prism 7.0 (GraphPad Software Inc.). Significance was represented by asterisks as follows: *P <0.05, ** *P* <0.01, and *** *P* <0.001. No statistical method was used to select the sample size.

## Supplementary Material

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

How the deposited data were processed for this re-analysis (not part of the article)

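RNA was sequenced from MEFs cultured for 24 h with or without PEDF (100 ng/mL), in 2 control and 2 PEDF libraries. The authors purified polyadenylated RNA, made directional libraries, trimmed the paired reads, aligned them with HISAT2 and counted uniquely mapped reads per gene with featureCounts, and they deposited these counts without normalization. The authors also deposited TPM values, which sum to 1000000 in each library, and the paper's text does not describe the conversion. The build, the annotation and the strand setting are not named there either. The coordinates are those of GRCm38, and for 86.8% of the genes the gene length beside the counts equals the summed exon length in GENCODE release M21. Every row of the counts names a gene. Reads that were shared between overlapping or near-identical genes were resolved by the authors' counting and could not be examined again.

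Counts were compared in R 4.3.3 with edgeR 4.0.16, using TMM factors, the quasi-likelihood test with robust dispersion estimates, and Benjamini-Hochberg adjustment over the 19384 genes with at least 10 counts in total. Standard errors were obtained from the log2 fold change and the F statistic of this test. The main comparison had no covariate, as the paper names none. The limits of an unadjusted p under 0.05 and a log2 fold change above 1 or below -1 were read from Supplementary Table 4 and Figure 6A. The genes named in the text were fixed by a rule: Mir127, the genes the paper names for MEFs or for senescence, the long transcripts of the Dlk1-Dio3 region, the genes with an adjusted p under 0.05 if they were 10 or fewer, the 3 largest rises and falls of Supplementary Table 4, the overlapping genes Gm27177 and Entpd4b, and 5 sex-linked genes. The rule left out the genes of AKT, ERK and p38, which the paper measured as phosphorylated proteins. Neat1, Tug1, Miat, Pvt1, Kcnq1ot1, Airn, Entpd4, Gm14794, Rps25-ps1, Gm44662 and Gm4544 are named outside this rule and were chosen after their values were seen. Zbp1 is named as a gene of Supplementary Table 4. Where all libraries of a condition held 3 counts or fewer, a fold change is given against 3 counts, converted to CPM in each library and averaged. It is a lower bound only where those libraries held no count, since counting error otherwise allows more than 3 counts.

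The sample labels give 1 control and 1 PEDF library to each experiment and state that each experiment had its own embryos, so libraries of an experiment share a MEF preparation. Over 10722 genes with a mean log2 CPM above 3, the difference between the experiments in control MEFs correlated with that in PEDF-treated MEFs (r = 0.423, across genes, which are not independent replicates). The experiment was also fitted as a block.

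The alternatives were DESeq2 1.42.0 with its size factors, RLE factors in edgeR, no filter on low counts (genes with at least 1 count), filterByExpr, the block in edgeR and in DESeq2, limma 3.58.1 on log2(TPM + 1) with a pseudocount of 1, and each library left out in turn. These choices, the main test and the rule for named genes were made before the data were examined. The block with a correction for gene length and GC content was added after seeing the data. It fitted the log2 ratio of each library to the mean of all libraries with natural splines of 5 degrees of freedom and used the fitted trend as an offset.

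Gene sets were tested with camera at a preset correlation of 0.01 between genes, and with fry and an estimated correlation as alternatives. The lists were senescence-associated secretory factors, proliferation genes, p53 targets, antioxidant genes, Wnt targets, interferon-stimulated genes, and genes with a seed site of miR-127-3p (GGATCCG) or miR-127-5p (AGCTTCA) in an annotated 3 prime UTR. A list of 12 nuclear-retained RNAs was added for a later test.

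With 14722848 to 18144640 counts per library, 3 counts correspond to 0.186 CPM in the control libraries and 0.181 in the PEDF libraries. The methods were tested on simulated data in which 200 of 19384 genes were changed 4-fold. The edgeR test called 156 of them and 21 unchanged genes. Of the changed genes with fewer than 50 counts it called 5 of 44, and of those with 400 or more counts 114 of 114. DESeq2 called 144, with 9 unchanged genes, and none of the 44 genes with fewer than 50 counts. limma on log2(TPM + 1) called 134, with 12 unchanged genes. The block called 161, with 6 unchanged genes. With a length trend added to the simulated libraries, the block called 2358 unchanged genes, and 5 after the correction. The added trend was steeper than the slopes found in these data and equal in both PEDF libraries. It was linear in log2 length, a form that the correction can fit, so these numbers do not carry over to the observed trend.

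The real-time PCR, immunoblotting, animal and human measurements of the paper were not analysed here.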

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

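The test of nuclear-retained RNAs, the comparison of length trends between libraries of the same treatment and the correction for gene length and GC content were chosen only after the results were seen.

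Malat1 is not discussed in the paper, and it was the 1 gene with an adjusted p under 0.05 between PEDF-treated and control MEFs in edgeR's quasi-likelihood test without a block, with a log2 fold change of -0.65. Also without a block, such genes numbered 9 in DESeq2 and 106 in edgeR with no filter on low counts, Malat1 among them in both. In simulated libraries with no gene changed, a comparison added after the results were seen, the first of these tests gave 1 to 19 genes. A single call by that test is thus no more than chance gave. In the observed libraries Malat1 was lower in both experiments. Its counts were 4724 and 6448 in the control libraries and 3124 and 4138 in the PEDF libraries. With the experiment as a block in edgeR the log2 fold change was -0.65 (adjusted p = 4.35e-40), and over all alternatives the adjusted p ranged from 2.57e-47 to 0.786, the latter in limma on log2(TPM + 1). A trend with gene length or GC content as the whole cause is argued against, because the log2 fold change was still -0.64 (standard error 0.04) after the trend had been removed. Library size is also an improbable cause, since the PEDF library had more counts than the control library in experiment 1 and fewer in experiment 2. A lower content of nuclear RNA in the PEDF libraries may contribute. The 12 nuclear-retained RNAs on the list, which include Rian and Mirg and exclude Malat1, Meg3 and Xist, had a median log2 fold change of -0.173 with the block, with medians of -0.20 in experiment 1 and -0.16 in experiment 2. All 12 were lower with the block, and 1 of them, Neat1, had an adjusted p under 0.05 (edgeR, 1.67e-05). After the length and GC correction the median was -0.117. Rian (0.10), Tug1 (0.02), Miat (0.02) and Pvt1 (0.01) were then higher and the others lower. Neat1 then had a log2 fold change of -0.17 (edgeR, adjusted p = 0.0970). Adjusted over 7 lists, this list and the other lists without the seed sites, the adjusted p of the set was 0.00161 in edgeR's camera with the block, 0.198 in camera after the length and GC correction and 0.488 in fry with the block. A lower content of nuclear RNA as the whole cause is argued against for Malat1, because 7 of the 12 RNAs had a 95% interval wholly above that of Malat1 (-0.75 to -0.56) with the block, and these 7 also did after the correction. Among them are Rian, with a log2 fold change of -0.07 (-0.15 to 0.02), Tug1, with -0.02 (-0.12 to 0.09), and Neat1, with -0.32 (-0.44 to -0.20). The intervals of the other 5 RNAs were wide and overlapped it, as for Kcnq1ot1 (-0.54) and Airn (-0.47). All these intervals rest on a spread shared across genes and not on the 2 pairs of each gene. For Meg3 (-0.56 to -0.39), 5 of the 12 lay wholly above it, and 3 after the correction, which leaves the explanation open. For a part of the fall of Malat1, a lower content of nuclear RNA and an effect of PEDF on Malat1 itself cannot be told apart, because the list fell as a set in camera but not after the correction or in fry. The effect of PEDF is a hypothesis that was found and tested on the same libraries.

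With the experiment as a block, 710 genes outside Supplementary Table 4 had an adjusted p under 0.05 in edgeR, a signal in genes the paper does not discuss. They are part of the 726 genes with a median size of log2 fold change of 0.25. The 4 libraries allow 2 splits that part both pairs of an experiment. The split by treatment gave 726 genes and the crossed split (control 1 and PEDF 2 against control 2 and PEDF 1) gave 18, so 1 of the 2 splits gave as many genes, and a grouping by chance cannot be told apart with so few splits. The log2 fold changes followed gene length. Per doubling of length they changed by -0.040 in experiment 1 and by -0.057 in experiment 2, and length accounted for 13.6% of their variance across genes. A slope of similar size, 0.0509, was found between control 2 and control 1, and 0.035 between PEDF 2 and PEDF 1, which share their treatment, so a trend of this size was also found without a difference in treatment. Differences between single libraries in the recovery of long transcripts and a trend that comes with the treatment cannot be told apart, because the trend had the same sign in both experiments and there are only 2 of these. As the whole cause of the 726 calls, length and GC content are argued against by the 323 genes that kept an adjusted p under 0.05 after the correction and by Meg3, whose log2 fold change was -0.331 (standard error 0.04) after it. The correction removed 403 of the calls and added 104. An effect of PEDF on many genes by small amounts stays open as a hypothesis, as does a difference in handling between the cultures of an experiment, which was not tested.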

How the results depend on the processing

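The correction for gene length and GC content was chosen after the results were seen, and the other alternatives were not.

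Without a block, 1 gene had an adjusted p under 0.05 in edgeR, also with RLE factors. The number was 9 in DESeq2, 106 with no filter on low counts, 0 with filterByExpr (1187 with an unadjusted p under 0.05) and 0 in limma on log2(TPM + 1) (959 with an unadjusted p under 0.05). With the replicate block, in which each experiment is a block, it was 726 in edgeR, 111 in DESeq2 and 427 in edgeR with the length and GC correction. The 9, 106 and 111 genes were all among the 726. The block takes the difference between the MEF preparations out of the spread, while the cause of the other changes was not tested.

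The limits of Supplementary Table 4 were passed by 83 genes with a higher count and 108 with a lower count, also with RLE factors. The numbers were 100 and 132 with no filter, 85 and 114 with the replicate block, and 74 and 132 with the block and the correction. They were 43 and 54 with filterByExpr, which tested 16487 genes, 16 and 24 in DESeq2, 24 and 61 in limma, and 5 and 6 in DESeq2 with the block. Of the 40 genes of that table, 37 passed the limits, 40 in DESeq2, 37 with RLE factors, and 39 with no filter, with the block and with the block and the correction. The number was 17 with filterByExpr, which kept 19 of them, 18 in limma and 10 in DESeq2 with the block. Apart from fewer genes tested, the cause was not tested.

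Of the 11 genes tested near Mir127, 0 had an adjusted p under 0.05 (1 an unadjusted p under 0.05), against 1 (Meg3) with the block in edgeR and in DESeq2, and 2 (Dlk1 and Meg3) with the block and the correction. Between the experiments 11 genes had an adjusted p under 0.05, 9 in DESeq2, and 870 with the treatment as a covariate. Of the 8 gene sets, 2 had an adjusted p under 0.05 in camera, also with RLE factors, 1 with the block, with filterByExpr and with the block and the correction, and 0 in fry and with an estimated correlation.

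The count of Mir127 was lower with PEDF in every alternative that gave a value. No alternative could reverse the sign, because all use the same libraries and neither PEDF library had a count of Mir127. Its fitted log2 fold change, which is no bound because the PEDF libraries have no count, lay between -5.73 and -4.98 across the 4 fits that each left out 1 library, and was -5.39 with all libraries and -3.74 in limma. The adjusted p was 0.137 with the replicate block and otherwise between 0.226 and 0.696. The unadjusted p was 0.0111, and under 0.05 in the other alternatives that gave one except DESeq2 with the replicate block, where it was 0.0875. filterByExpr removed Mir127 and gave no value.

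Signs reversed, with an adjusted p above 0.05 on both sides, for Serpinf1 (0.02, but -0.000703 in limma and -0.0266 with the block and the correction), Rian (-0.07, but 0.10 with the block and the correction), Kdm5d (0.02, but -0.0143 in limma), and the difference in median log2 fold change of genes with seed sites of miR-127-3p (-0.0180, but 0.0181 with the block and the correction) and miR-127-5p (-0.0193, but 0.0154). The causes were not tested beyond the correction itself. Over the 36 single genes and sets and all alternatives, 329 values kept their direction and their side of the threshold or moved by less than the spread, 16 gained an adjusted p under 0.05, 9 lost it and 18 values moved by more than the spread when a library was left out. The 329 include values for which DESeq2 set no adjusted p, and for these only the direction was compared. The replicate block in edgeR brought Meg3, Gm27177, Entpd4b, Xist, Gm44200, Krtdap and Ifi27l2b under an adjusted p of 0.05 and the interferon set above it, and it changed no other call among these. With the block and the correction, Krtdap and Ifi27l2b were above it again in edgeR (adjusted p = 0.0921 and 0.0704). In DESeq2 with the block, the adjusted p was 0.538 for Xist and 5.78e-11 for Meg3. That fit set no adjusted p for Gm27177, Entpd4b, Gm44200, Krtdap and Ifi27l2b. Its unadjusted p was 0.152 for Gm44200 and under 0.05 for the others without an adjusted p.

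Leaving out a library gave no counts of genes or sets, because a condition then has 1 library. Depth limited the genes with few counts. Il1b had 1 count in all, so the minimum of 10 counts removed it, and with no filter its adjusted p in edgeR was 0.883.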

Differences from the paper's values

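None of the tests in this part was chosen after the results were seen, apart from the correction for length and GC content.

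The paper reports 40 differentially expressed genes, with 16 up-regulated and 24 down-regulated. At an unadjusted p under 0.05 and a log2 fold change above 1 or below -1, edgeR's quasi-likelihood test gave 191 genes, with 83 higher and 108 lower in PEDF-treated MEFs. Of the alternatives set before the data were examined, DESeq2 with its size factors gave 40 genes, 16 and 24, the paper's values. limma on log2(TPM + 1) came within 1.5 times the paper's number of up-regulated genes with 24, but not of down-regulated genes with 61 or of all genes with 85. The gap was not closed by RLE factors (191, 83 and 108), no filter on low counts (232, 100 and 132), filterByExpr (97, 43 and 54), the block in edgeR (199, 85 and 114) or the block in DESeq2 (11, 5 and 6).

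The paper lists Gm27177 and Gm14794 as down-regulated and Rps25-ps1 as up-regulated, and they had the same direction but unadjusted p of 0.132, 0.144 and 0.079 in edgeR's quasi-likelihood test. DESeq2 gave all 40 listed genes an unadjusted p under 0.05. With no filter on low counts, with the block, and with the block and the length and GC correction, which was chosen after seeing the values, 39 of the 40 genes passed both limits.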

Other observations

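The comparison of neighbouring microRNA genes, the test of Y-linked genes, the list of nuclear-retained RNAs and the simulation with no gene changed were chosen only after the results were seen.

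How many genes chance gives at the limits of Supplementary Table 4 was simulated. In 20 sets of 4 libraries drawn with a common mean per gene and the dispersion of these data, DESeq2 gave a mean of 48.5 genes past both limits (36 to 63), against 40 observed, and edgeR a mean of 237 (209 to 281), against 191 observed. In neither tool was the number above that of libraries with no gene changed. In edgeR it lay below the whole simulated range, so the simulated libraries do not match the observed ones in full, and chance and changed genes cannot be told apart from the number. The dispersion was estimated without a block and so includes the difference between the MEF preparations. Small p-values in general were more frequent than in the simulations, since 6.88% of genes had an unadjusted p under 0.05 in edgeR, against 4.87% (4.50 to 5.26) in the simulated libraries. In DESeq2 the shares were 1.46%, against 1.22% (1.05 to 1.34). An adjusted p under 0.05 was given to 1 gene in edgeR, against a mean of 6.8 genes (1 to 19) in the simulated libraries, but to 9 genes in DESeq2, against a mean of 2.8 (0 to 7), so the tools differ on whether the calls exceed what chance gives.

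Several explanations for the loss of Mir127 reads with PEDF were weighed. A fall of the whole imprinted region is argued against by Rian, whose log2 fold change with the block was -0.0674 (95% interval -0.15 to 0.02), although Meg3 fell. Counting noise at low depth stays open. Of the 1174 genes with 8 to 12 counts in total, 20 had all of them in control libraries, against a mean of 7.98 (1 to 15) in 100 simulations with no gene changed, and 12 had all of them in PEDF libraries, against a mean of 9.7 (3 to 16). More genes lost their reads with PEDF than noise gave, but whether Mir127 is among the excess cannot be told apart. A fall of the transcript that carries the neighbouring microRNAs was examined with the 6 other microRNA genes within Rtl1. They had 11 counts in control and 12 in PEDF libraries, so 52.2% were in PEDF libraries (95% exact Clopper-Pearson interval 30.6 to 73.2), and their division differed from that of Mir127 (Fisher's exact test, two-sided, p = 0.00498). This explanation also cannot be told apart, since Mir127 was picked for its counts and the others lie near the limit of detection. Among the others, Mir433 and Mir434 moved in opposite directions. If mature miR-127 fell, genes with a seed site might rise. The 409 genes with a miR-127-3p site in the 3 prime UTR had a median log2 fold change of -0.0164, against 0.002 for other genes, and 191 of them were higher (camera, adjusted p = 0.364). The 2488 genes with a miR-127-5p site had a median of -0.0153, with 1153 higher (camera, adjusted p = 0.364). Both differences changed sign with the length and GC correction, so a small release of targets is neither shown nor excluded.

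A list was made of 9 genes the paper names for senescence or for PEDF signaling, without those of AKT, ERK and p38. None of the 8 genes tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test, over all genes or over the list alone. Of these, 1 gene, Mmp12, had an unadjusted p under 0.05. Bcl6 had 19.1 ± 1.10 CPM (SD, n = 2) in control MEFs and 19.5 ± 1.84 (SD, n = 2) in PEDF-treated MEFs, a log2 fold change of 0.03 (standard error 0.12, adjusted p = 0.973 from edgeR). The paper measured BCL-6 as protein. Cdkn2a, whose count does not separate Ink4a from Arf, had 9.27 ± 0.50 and 11.3 ± 2.74 CPM (SD, n = 2 each), a log2 fold change of 0.28 (standard error 0.18, adjusted p = 0.778 from edgeR) that was 0.01 without PEDF replicate 1. Cdkn1a, which encodes p21, had a log2 fold change of 0.09 (standard error 0.07). The paper reports lower Ink4a, Arf and p21 by real-time PCR after a longer treatment than that of the sequenced MEFs. Serpinf1, Pnpla2 (the gene of ATGL) and Ctnnb1 had log2 fold changes of 0.02, 0.06 and 0.06. Single libraries decided the sign for Bcl6 (-0.07 to 0.13), Serpinf1 (-0.03 to 0.08) and Pnpla2 (-0.04 to 0.15). For Cdkn1a (0.05 to 0.12) and Ctnnb1 (0.01 to 0.10) they changed the size but not the sign. Mmp12, which the paper reports as lower in lung and fat of PEDF-treated mice, had 28 and 32 counts in control and 50 and 51 in PEDF libraries, a log2 fold change of 0.72 (standard error 0.31, unadjusted p = 0.0328, adjusted p = 0.702 from edgeR). Il6 had 13 and 22 counts in control and 10 and 11 in PEDF libraries, a log2 fold change of -0.75 (standard error 0.53, adjusted p = 0.794 from edgeR). The log2 fold change of Il6 ran from -0.96 to -0.48 when single libraries were left out.

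Of the 8 gene sets, antioxidant genes were higher with PEDF in camera (adjusted p = 3.61e-05), with 36 of 43 genes higher and a median log2 fold change of 0.12. The call did not hold in fry (adjusted p = 0.393) or with an estimated correlation (adjusted p = 0.489). For all 8 sets, both of these tests were run only without the block, so they do not use the pairing within experiments. With the block the adjusted p in camera was 4.38e-07, and with the block and the length and GC correction it was 0.00238 with a difference of 0.06 from the median of other genes, so part of the rise follows the length trend. A response of antioxidant genes, which may bear on the lower ROS levels the paper reports, remains a hypothesis. Interferon-stimulated genes were higher (adjusted p = 0.0304 in camera), with 31 of 48 genes higher and a median of 0.10, but not in fry (0.255), with an estimated correlation (0.471), with the block (0.0675), with filterByExpr (0.0995) or with the block and the correction (0.133). That list was written with Supplementary Table 4 at hand and holds Zbp1 and Ifi27l2b from it. The adjusted p in camera was 0.064 for p53 targets (median 0.06), 0.364 for proliferation genes (median 0.04), 0.643 for secretory factors (median -0.00424) and 0.942 for Wnt targets (median 0.00702).

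Gm27177, an antisense gene on the minus strand of chromosome 14 from 69582164 to 69683286, had 399 and 124 counts in control and 50 and 41 in PEDF libraries. Entpd4b, on the plus strand from 69555424 to 69585520, had 33 and 8 in control and 85 and 48 in PEDF libraries. The genes overlap, so their counts are uncertain. With the block their log2 fold changes were -2.48 (standard error 0.18) and 1.71 (standard error 0.32). Without the block they ran from -3.30 to -1.34 and from 0.85 to 3.15 when single libraries were left out. If reads were divided differently between the 2 genes, their sum might stay constant. The sum was 432 and 132 in control and 135 and 89 in PEDF libraries, a log2 fold change of -1.28 with the block (95% interval -1.57 to -0.99). The sum fell further in experiment 1 than in experiment 2. Neither this interval nor the standard errors with the block measure that spread between the experiments. A different division of reads and a change of both genes cannot be told apart, because Gm27177 in control replicate 1 supplied most of the sum and the genes were chosen for their changes in Supplementary Table 4. A division of reads with the neighbouring gene Entpd4 could not be tested, since Entpd4 had 0 counts in every library and reads that fit several places were not counted.

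Xist, the noncoding RNA of the inactive X chromosome, had 39 and 3479 counts in control and 9 and 2332 in PEDF libraries, far less in experiment 1 than in experiment 2. With the block its log2 fold change was -0.62 (adjusted p = 7.91e-14 in edgeR, and 1.6e-09 with the length and GC correction), but in DESeq2 with the same block it was -1.29 with an adjusted p of 0.538, and without a block it was -0.59 with an adjusted p of 0.978 in edgeR. The fitted value without a block ran from -7.40 to 4.63 when single libraries were left out, because the experiments differ so much. A smaller share of XX cells in the PEDF culture of experiment 2 might lower Xist, and would raise the summed counts of Ddx3y, Eif2s3y, Kdm5d and Uty 1.16-fold. This figure takes 33.1% of the cells of control replicate 2 as XX. That share follows from the Y-linked CPM of control replicate 1, taken as XY cells only, which was not tested. The ratio of PEDF to control for the 4 genes was 0.965 (0.906 to 1.03 by counting error). As this compares a single pair of libraries, a different share of XX cells and a lower Xist per cell cannot be told apart. Without a block, the log2 fold changes of the 4 genes were 0.08, -0.08, 0.02 and -0.06, and single libraries decided each sign, with ranges of -0.35 to 0.45, -0.34 to 0.15, -0.42 to 0.40 and -0.45 to 0.42 when 1 was left out.

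Some of the genes that fall in Supplementary Table 4 are antisense, intronic or intergenic, while others are protein coding. Less unspliced or genomic sequence in the PEDF libraries might lower antisense, intronic and intergenic genes. Such genes (annotated as antisense, sense intronic or TEC, for transcripts awaiting experimental proof) took 1.02 times as large a share of the library with PEDF as in control MEFs in experiment 1 and 0.996 times in experiment 2, but antisense genes made up most of this share (11421 of 14371 counts of 1000000 in control replicate 1) and its spread is not known. The sense intronic genes alone took less, at 70.2 against 82.6 counts of 1000000 in experiment 1 and 75.1 against 87.8 in experiment 2. As the classes differ, less unspliced or genomic sequence and a change of these genes themselves cannot be told apart. No biological explanation was tested for this pattern.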
